A study of Arabidopsis thaliana with 36 samples.

How the data were processed

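Gene expression was measured by RNA sequencing of leaves from 4-week-old Arabidopsis thaliana plants of 4 genotypes, wild type (WT), phyB, rbohD and rbohF. Each genotype was untreated or illuminated for 10 min with white or red light, with 3 libraries per group, 12 groups and 36 libraries. Per the labels' protocols, plants grew with 10 h of light and 14 h of darkness at 50 µmol photons m-2 s-1, and libraries were made after poly A enrichment. White light was given at 740 µmol photons m-2 s-1 over 300 to 700 nm and red light at 120 µmol photons m-2 s-1 over 600 to 700 nm, so the 2 treatments differ in intensity as well as in spectrum. Sample groups were taken from the labels.

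The deposited signal is one table of 32833 genes, in which the authors divided the read count of each gene by 1 factor per library. The unit was worked out from the values: within a column, 100% of values lay within 0.01 of a whole multiple of 1 step, and the reciprocal steps matched DESeq2 median-of-ratios size factors computed from the recovered reads to a relative difference of 4.44e-15. In 5 of the 36 columns the step is too close to 1 for this to be told from rounding by the unit check, and the same step was used there. The aligner, the counting program, its use of strand, the annotation and the genome build are not given in the sources used here. These steps can change the values of overlapping and near-identical genes. No gene coordinates are printed for this reason. Gene symbols and gene neighbourhoods were taken from the RefSeq annotation of assembly TAIR10.1, in which 32548 of the 32833 identifiers were found.

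Recovered reads ranged from 2210803 to 13961939 per library. Genes with a mean deposited value of at least 10 over the 36 libraries were kept (18420 genes) and transformed as log2(value + 1). Log2 fold changes are on this scale, which understates changes of low genes. All results came from 1 limma fit (version 3.58.1, trended empirical Bayes) with a mean for each of the 12 groups. Benjamini-Hochberg adjusted p-values under 0.05 over all genes tested were called. The comparisons were light against untreated in each genotype, white against red light in WT, each mutant against WT untreated, and the difference between mutant and WT in each light response (an interaction contrast). For the aligned response, genes with a called change in the mean response of the 4 genotypes were signed by the direction of that mean, the signed log2 changes were averaged, and the mutant and WT averages were compared with the fry rotation test of limma. The same test was applied to a list of 16 early stress genes and a list of 14 shade genes. Their p-values were adjusted over the 6 aligned comparisons and over the 8 list comparisons. Correlations across genes between comparisons with shared libraries were set beside 100 simulations of unchanged groups with 1 spread per gene. A second set of 100, with the spread of each gene taken within each group, was added after the data had been seen. Tests used R 4.3.3, and figures used Python 3.11.15 with matplotlib 3.10.9.

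The designs, lists and rules for naming genes were fixed before the data were examined. The rule names the mutated genes; in each WT light response the 4 largest rises and the 4 largest falls among called genes whose libraries did not overlap; for each mutant against WT untreated the 2 largest rises and falls by the same rule; and for each difference in response the 2 largest absolute differences among called genes. Members of the lists were also open to naming.

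Alternatives fixed in advance were pseudocounts of 0.5 and 5, no filter, a minimum mean of 50, quantile normalization, a fit of only the groups compared, the replicate number as a block, each library left out in turn, and count models on the recovered reads. The count models were edgeR 4.0.16 quasi-likelihood tests on 20079 genes and DESeq2 1.42.0. Library weights (arrayWeights in limma) and removal of each library's trend on exonic length and GC content were added after the data had been seen. Length and GC content were known for 99.5% of the kept genes. The count models give no values for the aligned, list and correlation results.

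The procedure was tested on simulated data with 18420 genes, of which 50 each were changed 1.5-fold, 2-fold, 4-fold and 0.5-fold in the group phyB white light. The changed genes were drawn from those with a mean of at least 50, and each gene had the same spread in all groups. Recovery of lower genes and the effect of a larger spread in 1 group were thus not tested. For phyB white light against untreated, limma recovered 31 of 50 genes changed 1.5-fold, 48 of 50 changed 2-fold, 50 of 50 changed 4-fold and 48 of 50 changed 0.5-fold, with 9 false calls. For the phyB difference from WT in white light response it recovered 15 of 50 at 1.5-fold, 41 of 50 at 2-fold, 50 of 50 at 4-fold and 35 of 50 at 0.5-fold, with 12 false calls.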

Results

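The series measured leaf transcripts in WT, phyB, rbohD and rbohF plants after 10 min of white or red light and without treatment, in 3 libraries per group. phyB plants are mutant for the red and far-red light receptor phytochrome B. RBOHD and RBOHF encode respiratory burst oxidases, membrane enzymes that produce reactive oxygen species. Per the series title, the study addressed the role of phytochrome B in reactive oxygen signalling during stress. Values are normalized read counts as deposited, and errors are SDs of 3 libraries unless another error is named. Depth ranged from 2210803 reads in rbohF red light replicate 3 to 13961939 in WT red light replicate 3. WT white light replicate 1 held 7876961 reads, and every other library except rbohF red light replicate 3 held more than that.

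No replicate pair agreed within sampling noise. The chi-square per degree of freedom was 1.91 to 14.7 over the replicate pairs, with the highest value in WT white light. Within groups, the Pearson correlation of log2 values across genes was at least 0.929. The first principal component held 18.9% of the variance and the second 10.4%. WT white light replicate 1 lay at -94.0 on the first component, against -47.3 and -46.6 for its replicates. It listed 19316 genes above 0, against 21470 and 21357.

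**Figure D1:**
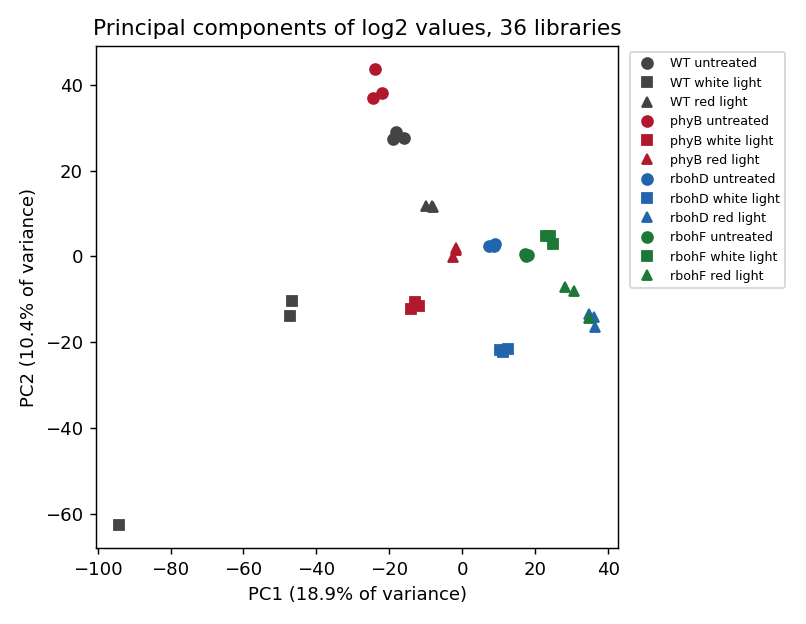
Principal components of the log2 values of 36 libraries, with PC1 (18.9% of variance) on the x axis and PC2 (10.4%) on the y axis. Colours are genotypes and symbols are treatments. WT white light replicate 1 lies at -94.0 on PC1, apart from its replicates at -47.3 and -46.6.

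The transcripts of the mutated genes were examined in every group as a check of the labels. PHYB (AT2G18790) was at 670 ± 53.2 in untreated phyB and 1198 ± 17.6 in untreated WT (n = 3 each). The log2 difference was -0.84 ± 0.071 (SE), with a limma adjusted p of 5.85e-13. In white light PHYB was at 645 ± 41.2 in phyB and 1785 ± 58.5 in WT, and in red light at 537 ± 14.8 and 1079 ± 42.7. RBOHD (AT5G47910) was at 1226 ± 46.8 in the untreated libraries labelled rbohD and at 879 ± 54.0 in WT, a log2 difference of 0.48 ± 0.072 (SE, limma adjusted p 8.09e-07). RBOHF (AT1G64060) was at 194 ± 12.1 in the untreated libraries labelled rbohF and at 124 ± 21.1 in WT, a log2 difference of 0.65 ± 0.144 (SE, limma adjusted p 0.000631). In the libraries labelled rbohF it was at 303 ± 26.4 in white light and 315 ± 34.2 in red light. RBOHD was at 1350 ± 42.1 in rbohD white light and 1083 ± 72.3 in WT white light, and at 2224 ± 169 and 1586 ± 18.1 in red light. RBOHF was at 120 ± 19.5 in WT white light and 145 ± 3.87 in WT red light. The difference from WT was tested in untreated plants alone, where RBOHD and RBOHF were higher, not lower, in the libraries labelled with these genotypes. The labels do not name the alleles, and gene totals do not show where in a gene the reads lie. RBOHF was at 181 to 350 in the 9 libraries labelled rbohF and at 89.0 to 169 in the other 27, so it set these libraries apart, in the direction opposite to a loss of transcript. RBOHD did not separate the 9 libraries labelled rbohD from the others. Directions given for the libraries labelled rbohD rest on labels that RBOHD does not check, those for rbohF on a group that RBOHF marks without showing a mutation, and the names rbohD and rbohF stand for the libraries so labelled throughout. All 3 differences kept their direction and call under the alternatives run. The RBOHF difference lay between 0.61 and 0.74 on the log2 scale over the alternatives that kept all libraries, and between 0.51 and 0.75 when 1 library was left out.

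**Figure D2:**
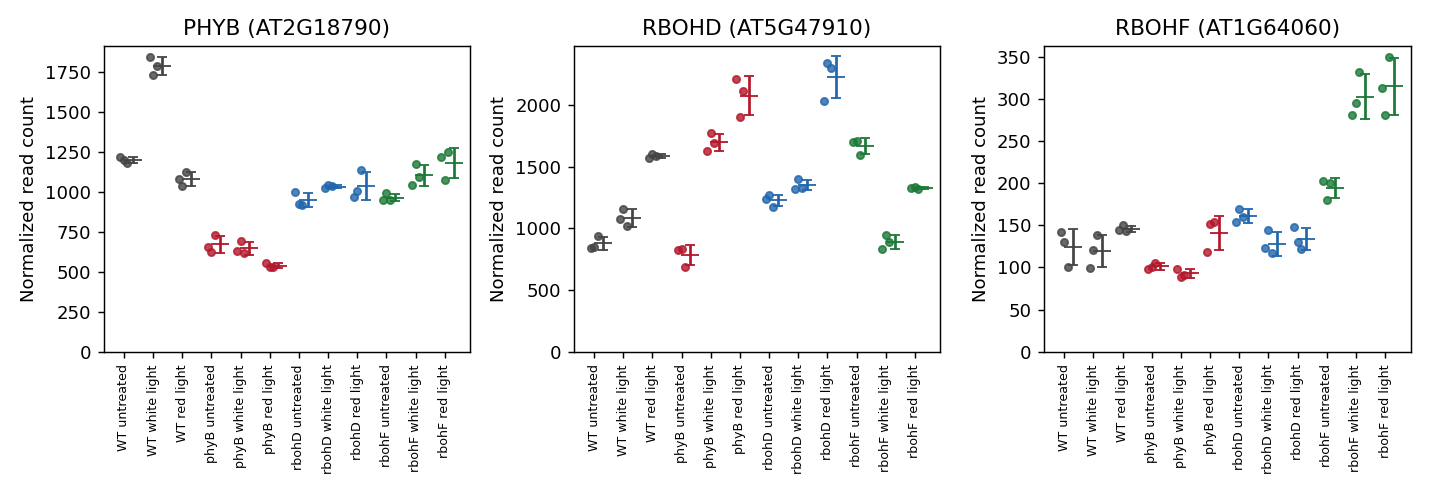
Normalized read counts (y axis) of PHYB, RBOHD and RBOHF in the 12 groups (x axis). Points are libraries, and bars beside them are the mean ± SD of 3 libraries. PHYB is lower in all 9 phyB libraries than in the others, while RBOHD and RBOHF are not lower in the libraries labelled rbohD and rbohF.

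Of the 10 RBOH family genes, 3 passed the expression filter. RBOHD group means ran from 783 in untreated phyB to 2224 in rbohD red light, and those of RBOHF from 92.9 in phyB white light to 315 in rbohF red light. AT1G19230, known as RBOHE, ran from 7.29 to 18.8. Among 5 commonly used reference genes, the highest group mean was between 1.31 and 1.82 times the lowest, the extremes being AT4G34270 and UBQ10 (AT4G05320).

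The response of WT to each light was compared next. White light changed 4829 of 18420 genes by limma, 2259 higher and 2570 lower, of which 1165 changed at least 2-fold, 248 higher and 917 lower. Red light changed 1206 genes, 695 higher and 511 lower, with 240 at least 2-fold, 176 higher and 64 lower. The 2-fold split in white light was not recomputed without WT white light replicate 1, which listed fewer genes than its replicates. Its balance is thus not firm. The alternative that moved the white light count most was a fit of only the 2 groups compared, which called 2209 genes. The same alternative raised the red light count to 2236, so the order of the 2 counts was lost there. Direct comparison of white with red light called 4447 genes, 1908 higher and 2539 lower in white light, and 2041 in a fit of only these groups. With each library's trend on gene length and GC content removed, the higher and lower genes in WT white light became 1143 and 3194, and those of white against red light 1017 and 3437. That removal also moved the median log2 change of all genes by -0.11 and -0.13 in these comparisons, and by 0.18 and 0.16 in the phyB and rbohD differences in white light response, so its splits are read relative to that shift. The 2 WT responses shared 784 genes, against 316 expected by chance for independent sets. Of the 784, 575 changed in the same direction and 209 in opposite directions. Both responses use the same untreated WT libraries, so the sets are not independent and 316 is not the value without a common response. The overlap and its directions were not simulated with shared libraries, so no conclusion is drawn from them. Across genes, which are not independent replicates, the Pearson correlation of the 2 responses was 0.365. Unchanged groups sharing the untreated libraries gave a range of 0.480 to 0.517 over 100 simulations with 1 spread per gene, and of 0.322 to 0.372 with the spread of each group, which is larger in WT white light. The observed value lay within the second range. The simulated groups hold no real change, so neither range shows what shared libraries give once genes do change. No conclusion is drawn from this correlation.

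**Figure D3:**
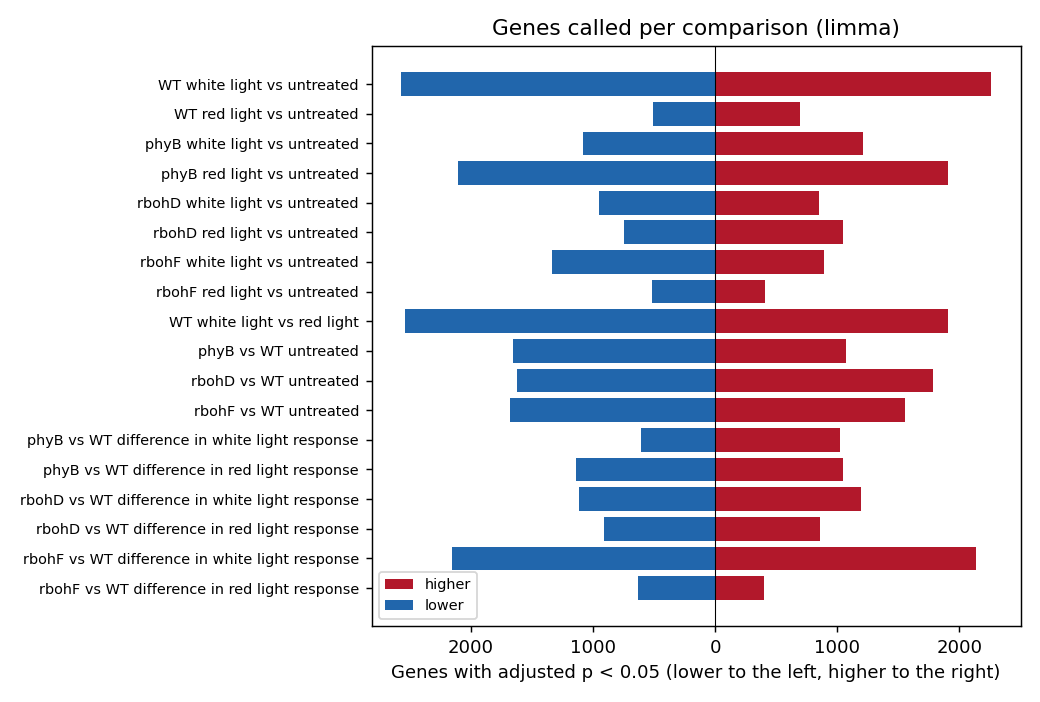
Number of genes with a limma adjusted p under 0.05 in each comparison (x axis, lower to the left and higher to the right of 0; y axis, comparison). WT white light (4829 genes) exceeds WT red light (1206), an order lost in a fit of only the groups compared (2209 and 2236), and the difference between rbohF and WT in white light response (4288) is the largest of the 6 differences in response.

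At the pseudocount of 1 the largest rise in both WT light responses was in AT4G08985, annotated as a long non-coding RNA, at 1.97 ± 0.112 untreated, 38.1 ± 6.75 in white light and 247 ± 16.1 in red light. Its annotated span overlaps RRTF1 (AT4G34410), which moved from 26.0 ± 5.84 to 61.9 ± 6.75 and 280 ± 34.2, so its reads are uncertain while the use of strand in counting is not given. In white light this rank depends on the pseudocount and the model. At a pseudocount of 5 its log2 change was 2.62 against 3.28 for DREB2A and 3.30 for AT1G59860, and DESeq2 gave 4.25 against 5.32 for AT4G27654. DREB2A (AT5G05410), which overlaps AT5G05420, rose from 12.3 ± 4.55 to 163 ± 44.8 in white light, a log2 change of 3.65 ± 0.328 (SE, limma adjusted p 1.77e-12). AT1G59860 rose from 24.0 ± 1.82 to 280 ± 22.2. AT4G27654 went from 0.320 ± 0.554, 1 read in 3 libraries, to 14.7 ± 10.3 in white light and 40.4 ± 14.2 in red light. Its white light change was called by the fit of all groups (log2 3.40, which depends on the pseudocount at 1 read) and not by a fit of only the groups compared, where the limma adjusted p was 0.0511 (range over the alternatives that kept all libraries 3.3e-09 to 0.0511). ORA47 (AT1G74930), which overlaps AT1G74929, rose from 13.0 ± 5.11 to 499 ± 49.7 in red light, and JAZ7 (AT2G34600) from 2.87 ± 2.88 to 46.3 ± 13.9.

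In white light AT5G61590 fell from 113 ± 16.0 to 4.59 ± 4.10 in WT, and AT3G22600 from 122 ± 21.6 to 4.88 ± 5.16. JAL22 (AT2G39310) fell from 32.5 ± 6.55 to 0.631 ± 1.09 in red light and was at 31.0 ± 12.6 in white light. AT4G22475, AT4G22485 and AT4G22505 belong to a cluster of overlapping genes, so their reads are uncertain. AT4G22475 was at 28.2 ± 15.2 in untreated WT and had no reads in the 6 light-treated WT libraries. AT4G22505 was at 25.3 ± 3.11 and AT4G22485 at 22.6 ± 22.5 untreated, and both likewise had no reads there. No fold change is given for these genes, because with all values at 0 it depends on the pseudocount.

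Of the early stress list, 15 of 16 genes were kept. Their median log2 change was 1.30 in WT white light (fry adjusted p 1.06e-16; 11 of 15 genes higher) and 1.82 in WT red light (fry adjusted p 2.71e-19; 14 of 15 higher). In white light 12 genes were called over all genes tested, 10 higher and 2 lower, and 12 adjusted over the list alone. In red light the counts were 11 and 11, with 10 higher and 1 lower among the first. WRKY40 (AT1G80840) rose by 2.09 in white and 3.08 in red light on the log2 scale, whereas HSFA2 (AT2G26150) rose by 3.16 in white light and was not called in red light (0.26, limma adjusted p 0.631). Of the shade list, 9 of 14 genes were kept. The median was -0.29 in WT white light (fry adjusted p 0.0027; 6 of 9 lower). Quantile normalization gave 0.028, a minimum mean of 50 gave -0.033, and neither was called, nor was the value called in a fit of only the groups compared. Without WT untreated replicate 1, WT untreated replicate 3 or WT white light replicate 3 the median was -0.75, -0.68 or -0.64, and it was called in each. In WT red light the median was -0.041 (fry adjusted p 0.401). It was 0.0028 with a minimum mean of 50 and between -0.21 (without WT untreated replicate 1) and -0.010 (without WT red light replicate 2) with 1 library left out, and was called in none of the alternatives run. In white light 4 shade genes were called over all genes tested, 1 higher and 3 lower, and 4 adjusted over the list alone. In red light limma called 0 over all genes tested and 0 adjusted over the list alone, with 1 of 9 at an unadjusted p under 0.05. Of all 14 genes, edgeR and DESeq2 called 0.

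Untreated mutants were compared with untreated WT to measure differences present before treatment. limma called 2726 genes in phyB (1074 higher, 1652 lower), 3410 in the libraries labelled rbohD (1786 higher, 1624 lower) and 3228 in those labelled rbohF (1553 higher, 1675 lower). The phyB count moved most without WT untreated replicate 1, to 2148 genes. Library weights, added after the data had been seen, moved the other 2 most, to 4768 and 4755. With the length and GC trend removed the rbohF count became 1687 higher and 1132 lower.

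In phyB, AT1G64795 was at 233 ± 52.8 against 0.639 ± 1.11 in WT; it overlaps AT1G64790. LTP2 (AT2G38530) was at 232 ± 56.5 against 7.71 ± 4.49, and MRD1 (AT1G53480), which overlaps 2 annotated genes, at 4.74 ± 4.24 against 206 ± 43.1. AT3G01345 was at 1098 ± 125 in untreated WT, 6.72 ± 5.17 in phyB, 20.2 ± 1.84 in the libraries labelled rbohD and 0.829 ± 0.786 in those labelled rbohF. AT4G08985 was at 372 ± 27.6 in untreated rbohD and 176 ± 22.5 in untreated rbohF, against 1.97 ± 0.112 in WT. JAZ7 was at 151 ± 12.5 and UGT76B1 (AT3G11340) at 0.324 ± 0.561 in untreated rbohD, against 76.0 ± 14.0 in WT for UGT76B1. AT2G01422 was at 64.1 ± 5.88 in untreated rbohF and 1.60 ± 2.77 in WT, and AT3G22600 at 11.4 ± 5.10.

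The shade list was higher in untreated phyB than in WT, with a median of 1.35 (fry adjusted p 2.83e-09; 8 of 9 genes higher, 7 called over all genes tested and 7 adjusted over the list alone). HFR1 (AT1G02340) differed by 3.99 ± 0.208 (SE) on the log2 scale, and PRE1 (AT5G39860) by -0.83 ± 0.141. The early stress list was lower in untreated phyB, with a median of -0.38 (fry adjusted p 4.34e-08; 11 of 15 lower; 8 called over all genes tested and 9 adjusted over the list alone). Without phyB untreated replicate 3 this median was -0.22 and still called. Of the 8 genes called over all genes tested with all libraries, 2 were higher and 6 lower. The list was higher in the untreated libraries labelled rbohD, at 0.41 (fry adjusted p 5.3e-13, 10 of 15 higher). Over all genes tested 9 were called, 7 higher and 2 lower, and 9 adjusted over the list alone. In the untreated libraries labelled rbohF the list was at 1.78 (fry adjusted p 1.02e-18, 12 of 15 higher). There 12 were called over all genes tested, 9 higher and 3 lower, and 13 adjusted over the list alone.

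The light responses of the mutants were then measured against their own untreated libraries. phyB changed in 2290 genes in white light (1213 higher, 1077 lower) and in 4009 in red light (1908 higher, 2101 lower). The libraries labelled rbohD changed in 1796 genes in white light (849 higher, 947 lower) and in 1796 in red light (1050 higher, 746 lower). Those labelled rbohF changed in 2225 genes in white light (889 higher, 1336 lower) and in 919 in red light (406 higher, 513 lower). The rbohF red light count moved over 1.5-fold when 1 library was left out, to 564 without rbohF red light replicate 3, to 570 without untreated replicate 1, and to 590 without untreated replicate 2 or 3. Among genes changed at least 2-fold, higher and lower numbered 432 and 177 in phyB white light, 639 and 144 in phyB red light, 257 and 166 in rbohD white light, 339 and 31 in rbohD red light, 141 and 178 in rbohF white light, and 42 and 60 in rbohF red light. With the length and GC trend removed, higher and lower genes were 1396 and 679 in phyB white light, 1782 and 1242 in phyB red light, 880 and 577 in rbohD white light, 970 and 432 in rbohD red light, and 189 and 724 in rbohF red light.

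Of the 4829 genes called in WT white light, 1454 were also called in phyB, 1302 of them in the same direction. In the libraries labelled rbohD 1035 were shared, 887 in the same direction. In those labelled rbohF 1277 were shared, of which 367 changed in the same direction and 910 in the opposite one. All 4 genotypes shared 345 genes in white light, 140 in the same direction. In red light WT shared 726 genes with phyB (570 in the same direction), 562 with rbohD (320) and 223 with rbohF (121). All 4 genotypes shared 100 genes, 37 in the same direction. These overlaps join separate tests and do not test a difference between genotypes.

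Differences in response were tested as interaction contrasts. For white light, limma called 1627 genes whose response differed between phyB and WT (1021 higher, 606 lower), 2314 for rbohD (1198 higher, 1116 lower) and 4288 for rbohF (2136 higher, 2152 lower). For red light the counts were 2186 for phyB (1049 higher, 1137 lower), 1774 for rbohD (862 higher, 912 lower) and 1030 for rbohF (397 higher, 633 lower). Of the genes whose response differed at least 2-fold, 585 were higher and 36 lower for phyB, 578 and 142 for rbohD, and 983 and 426 for rbohF in white light. In red light they were 365 and 99, 352 and 90, and 118 and 205. The white light splits all use WT white light replicate 1, which listed fewer genes than its replicates. They were not recomputed without it, so their balance is not read as the direction of a genotype effect. Fitting only the groups compared lowered the phyB white light count to 692 (510 higher, 182 lower). With the length and GC trend removed the higher and lower genes became 1437 and 129 for phyB in white light, 1616 and 401 for rbohD in white light, 879 and 626 for phyB in red light, and 213 and 738 for rbohF in red light.

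The largest differences between WT and both phyB and rbohD, in white and in red light, were in AT4G22475 and AT4G22505, with the uncertainty given above and a rank that depends on the pseudocount. AT4G22475 had no reads in untreated phyB and untreated rbohD, and was at 141 ± 47.6 and 248 ± 34.3 in white light and at 29.6 ± 29.9 and 63.1 ± 46.2 in red light. AT4G22505 followed at 123 ± 25.9 and 216 ± 34.8 in white light. In rbohF, AT4G08985 was at 176 ± 22.5 untreated, 22.5 ± 7.06 in white light and 176 ± 1.46 in red light, whereas it rose in WT. The differences in its response were -6.64 ± 0.274 and -6.37 ± 0.274 (SE) on the log2 scale. JRG21 (AT3G55970) went from 15.4 ± 1.72 to 0.651 ± 1.13 in WT white light and from 3.20 ± 1.38 to 29.8 ± 5.92 in rbohF white light. AT4G22475 was at 135 ± 52.8 in untreated rbohF and 277 ± 134 in rbohF red light.

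The size of each response was compared over genes called in the mean response of the 4 genotypes, 3621 genes for white and 2624 for red light. The mean log2 change in the common direction in white light was 0.65 in WT, 0.55 in phyB, 0.45 in rbohD and 0.10 in rbohF. Relative to WT the difference was -0.098 for phyB, -0.20 for rbohD and -0.54 for rbohF, with fry adjusted p-values of 8.67e-08, 6.02e-13 and 1.83e-21. Each was called with the same direction in each alternative that gives a value. The phyB difference was -0.18 without WT white light replicate 2 and -0.20 without WT white light replicate 3, with the gene set chosen again each time. The jackknife SE over libraries was 0.125 for phyB, 0.112 for rbohD and 0.0832 for rbohF. It pooled the libraries of all groups compared, and the gene set was chosen again without each library. This SE thus includes the choice of set and is not that of a fixed set. By it the phyB difference was smaller than its SE. The gene set was chosen with the same libraries, of which those of WT white light varied most (score SD 0.0539, from 0.400 in replicate 3 to 0.503 in replicate 1). In red light the means were 0.30 in WT, 0.69 in phyB, 0.46 in rbohD and 0.22 in rbohF. The differences were 0.39 for phyB and 0.16 for rbohD, with fry adjusted p-values of 3.06e-13 and 3.5e-05, and -0.073 for rbohF, which was not (fry adjusted p 0.185). The rbohF value was called in a fit of only the groups compared (fry adjusted p 0.0314), with the length and GC trend removed (-0.097, fry adjusted p 0.0336) and without WT untreated replicate 2 (-0.11, fry adjusted p 0.0472). Over the alternatives that kept all libraries the fry adjusted p ranged from 0.0314 to 0.261.

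**Figure D4:**
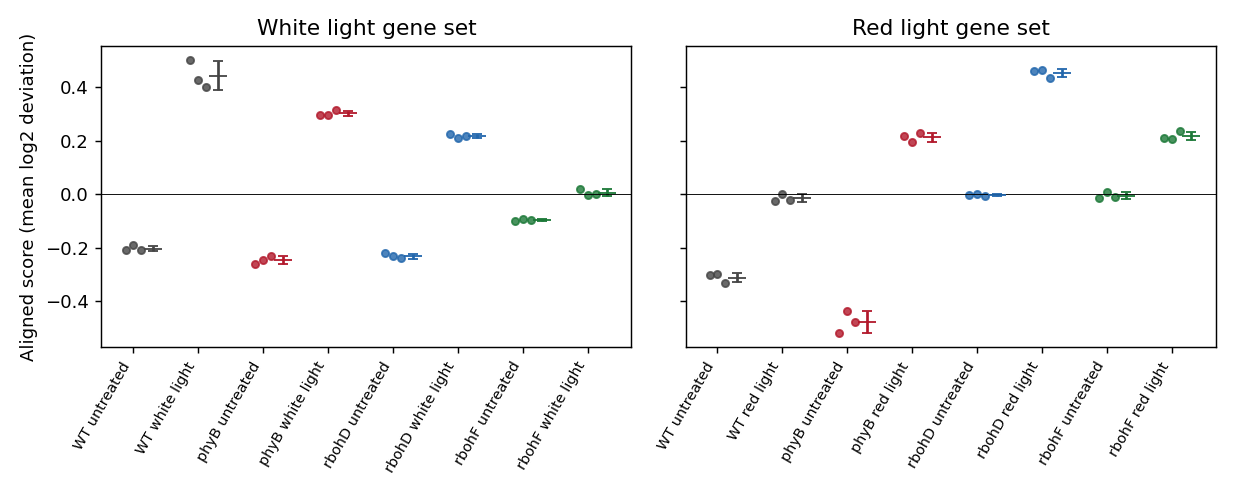
Aligned score per library (y axis, mean signed log2 deviation from the mean of 36 libraries) over the white light gene set (left, 3621 genes) and the red light gene set (right, 2624 genes), by group (x axis). Points are libraries, and bars are the mean ± SD of 3 libraries. In white light the mean score moves from -0.20 to 0.44 in WT and from -0.097 to 0.0057 in rbohF.

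Across genes, the differences from WT in white light response correlated at 0.686 between phyB and rbohD, 0.503 between phyB and rbohF and 0.680 between rbohD and rbohF. Each pair shares the WT libraries, which gives a correlation without any change. With 1 spread per gene, unchanged groups gave means of 0.499, 0.50 and 0.499 in 100 simulations. The WT white light libraries varied more than the others, and with the spread taken within each group the simulated ranges were 0.656 to 0.697, 0.665 to 0.699 and 0.696 to 0.736. The simulated groups hold no real change, so their ranges, in white and red light, do not show what sharing gives once genes change. Against these ranges, no white light correlation was higher than in unchanged groups. The phyB and rbohD one lay within its range, and the other 2 lay below theirs. In red light the correlations were 0.486, 0.261 and 0.587. The simulated ranges were 0.469 to 0.520, 0.462 to 0.525 and 0.477 to 0.526 with 1 spread per gene, and 0.425 to 0.474, 0.373 to 0.439 and 0.419 to 0.467 with the spread of each group. The phyB and rbohF correlation in red light was below both ranges and the rbohD and rbohF one above both, while the place of the phyB and rbohD one depended on the spread used.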

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

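The second count of label splits, the library weights, and the tests of gene length and GC content, of the larger WT white light spread, of a difference before treatment, of a single library as the source and of exchanged rbohF labels were chosen, or had their reading changed, after related results had been seen, while the interaction and fry tests, the first count of label splits, the fit of only the groups compared and the refits without a library were planned. The results here are differences between genotypes in the response to the same light, each tested as an interaction or with fry. In the libraries labelled rbohD and rbohF the transcript of the named gene was not lower, so no loss of transcript supports these labels. RBOHF, at 181 to 350 in the 9 libraries labelled rbohF and 89.0 to 169 in the other 27, does set them apart as a group, while RBOHD does not separate those labelled rbohD. Genotype is confounded with any unrecorded batch of growth or harvest, and a genotype effect on the light response stays open throughout.

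Whether chance could give as many called genes was counted over 100 splits of the genotype labels within each treatment. For phyB in white light, 12 of 100 splits gave at least the real 1627 genes, the highest other split calling 2152. For rbohD in white light it was 6 of 100 (real 2314, highest other 2971), for rbohD in red light 7 of 100 (real 1774, highest other 1904) and for rbohF in red light 8 of 100 (real 1030, highest other 1858). By this count chance is not excluded for these 4 results. It is for phyB in red light, with 1 of 100 (real 2186, highest other 2122). For rbohF in white light it was 4 of 100 (real 4288, highest other 6267), which is not taken to exclude chance. Every other split that reached the real count, 11, 5, 6, 7 and 3 of them in the order phyB white, rbohD white, rbohD red, rbohF red and rbohF white, had exchanged labels mostly within 1 treatment. For rbohF in white light 3 of the 4 splits of this kind drawn reached the real count. Its 4 of 100 thus depends on how many were drawn. For phyB in red light 0 of 9 did. A split of this kind carries the genotype difference of the untreated plants into the interaction. A second count, chosen after seeing the first, therefore removed the additive genotype and treatment means before the labels were moved. Then 1 of 100 splits, the real one, reached the count in each of the 6 results, and the highest other splits called 714 (phyB white), 593 (phyB red), 1179 (rbohD white), 249 (rbohD red), 2038 (rbohF white) and 221 (rbohF red). The 2 counts differ for all of these results but phyB in red light, and the second was not planned.

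In white light the response differed from WT in 1627 genes for phyB, 2314 for rbohD and 4288 for rbohF, and the aligned response by -0.098, -0.20 and -0.54. WT white light replicate 1, which listed fewer genes than its replicates, is shared by these comparisons. Without it 76.6%, 79.4% and 84.6% of the called genes were still called, which argues against that library as the whole cause. A trend on gene length or GC content was argued against in the same way, since 68.3%, 67.0% and 78.3% of the called genes were still called once it had been removed. It did change the balance of directions, with 91.8% of calls higher for phyB and 80.1% for rbohD after removal against 62.8% and 51.8% before, while the median of all genes moved by 0.18 and 0.16, so neither balance is firm. The WT white light libraries vary more than the fit with 1 spread over all groups assumes, with a root mean square SD of 0.552 against 0.262 to 0.422 in the other groups. When only the groups compared set the spread, 42.5% of the called genes were still called for phyB, 63.5% for rbohD and 79.0% for rbohF, and with weights per library 77.2%, 87.1% and 90.8%. For phyB these values point both ways and the larger spread stays open, while for rbohD and rbohF they argue against it as the whole cause. The jackknife SE of the aligned phyB difference, 0.125, which includes the choice of gene set, was also larger than the size of that difference. A difference already present before treatment was measured as the share of called genes that differed more between the genotypes untreated than in light. Unequal spread of the groups alone moves that share, so it was set beside simulations of unchanged groups with the spread of each group. Those groups hold no real difference, so their range shows what noise gives and not where real differences lie. It was 39.8% for phyB (simulated 32.0% to 37.2%), 39.3% for rbohD (23.1% to 27.8%) and 21.7% for rbohF (27.7% to 31.2%). For rbohF the share lay both below its range and under 40%. Most of its called genes thus differed more between the genotypes in white light than untreated, while the range cannot test where real differences arise. For phyB and rbohD it was under 40% but above the range. These point opposite ways, so a difference before treatment and one under light cannot be told apart. Besides these, what stays open is a difference in handling between genotypes, which the design cannot separate, or a genotype effect. For rbohF an exchange of the untreated and white light labels also stays open. Exchanging them only reverses the sign of its white light response. The correlation of that response with the mean of phyB and rbohD, -0.046 as labelled, was too small in size to decide.

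In red light the response differed in 2186 genes for phyB, 1774 for rbohD and 1030 for rbohF, and the aligned response by 0.39 for phyB and 0.16 for rbohD. Removal of the length and GC trend left 64.1%, 70.6% and 74.6% of the called genes called, which argues against it as the whole cause. The shallowest library, rbohF red light replicate 3, does not account for most of the rbohF genes, 75.4% of which were still called without it. The shares of called genes that differed more untreated than under red light were 45.2% for phyB, 54.9% for rbohD and 56.0% for rbohF. Unchanged groups gave 54.8% to 60.2%, 44.4% to 49.8% and 34.0% to 41.9% in simulations. The measured share lay below that range for phyB and above it for rbohD and rbohF. For phyB it was thus lower than in unchanged groups, which hold no real difference. Each share lay between 40% and 60%, however, and not under 40% as for rbohF in white light. Read in the same way as there, a difference present before treatment and one under light cannot be told apart as the main source for these sets.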

How the results depend on the processing

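Library weights and removal of the length and GC trend were chosen after seeing the data, the other alternatives before. Under pseudocounts of 0.5 and 5, no filter, edgeR and DESeq2, each value given by that alternative kept its direction and its side of the threshold, and each count stayed within 1.5 times its reported value. The count models gave no aligned, list or correlation values, and a minimum mean of 50 left out 9 of the 40 changes given for single named genes.

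The replicate number was used as a block although equal numbers did not mark related libraries. Residuals of equally numbered libraries correlated at -0.0016 on average (range -0.078 to 0.069), and in 0 of 66 pairs of groups did all correlations pass 0.1. The block gave 4789 genes in WT white light and 1199 in WT red light, and every reported result kept its direction and its side of the threshold. Of the 4829 genes called in WT white light, 4746 were still called.

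Fitting only the groups compared lowered counts to 2209 for WT white light, 2041 for WT white against red light, 692 for the phyB and 1492 for the rbohD difference in white light response. It raised them to 2236 for WT red light, 2762 for rbohD white light, 3783 for rbohF white light, 2845 for the rbohD and 1660 for the rbohF difference in red light response. The fit with all groups shares 1 estimate of spread, whereas this one uses that of the groups compared; WT white light replicates differed most from each other. The aligned rbohF difference in red light (-0.073) became called, with a fry adjusted p of 0.0314 (range 0.0314 to 0.261 over the alternatives that kept all libraries, and up to 0.486 with 1 library left out).

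The shade list in WT white light was no longer called in a fit of only the groups compared (-0.29, fry adjusted p 0.0842), with a minimum mean of 50 (-0.033, where 4 of its genes were left) or after quantile normalization, where it reversed to 0.028. Its fry adjusted p ranged from 0.0023 to 0.189 over the alternatives that kept all libraries and from 6.54e-05 to 0.0388 with 1 library left out, and the cause of the reversal was not tested.

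Library weights raised counts to 2181 for WT red light, 2800 and 2805 for rbohD white and red light, 3740 and 1481 for rbohF white and red light, and 3029 and 1851 for the rbohD and rbohF differences in red light response. WT white light replicate 1 received the lowest weight, 0.151, and rbohF red light replicate 3 a weight of 0.346. Removal of the length and GC trend made the aligned rbohF difference in red light called (-0.097, fry adjusted p 0.0336) and changed the balance of higher and lower calls in 12 of the counts by over 10 percentage points, as given with each result.

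Leaving out each library in turn changed 5 of 702 recomputed values, none of them for a single named gene. Changed here means another direction, another side of the threshold, or a count moved over 1.5 times. Moves in size alone are not included. For example, the shade list in WT white light went from -0.29 to -0.75 without WT untreated replicate 1. The aligned phyB difference in white light went from -0.098 to -0.20 without WT white light replicate 3, with the gene set chosen again. The rbohF red light count ranged from 564 (without rbohF red light replicate 3) to 897, and was also over 1.5 times lower without each of the 3 untreated rbohF libraries. The aligned rbohF difference in red light ranged from -0.11 to -0.047 and was called only without WT untreated replicate 2 (fry adjusted p 0.0472). Depth limits the low genes most in rbohF red light replicate 3, where 1173 genes rest on 1 read.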

Other observations

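All tests in this part other than the splits of libraries in pairwise comparisons and the test of a light-like state were chosen after related results had been seen. For the clock genes, the rule for reading the test was also changed 2 times after results had been seen, first by also asking for a call in each set and then for opposite fry directions. The first rule, a called difference with means of opposite sign, had read rbohD and rbohF as shifted in phase, although the rbohD evening mean was 0.0090 and the fry test of the evening genes pointed down in both, called in rbohD (adjusted p 0.0272) and not in rbohF (adjusted p 0.518).

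With 3 libraries against 3, the 10 possible splits cannot exclude chance. In each of the 12 pairwise comparisons 1 split, the real one, reached the real count. The real count and the highest other split were 4829 and 540 for WT white light, 1206 and 0 for WT red light, 4447 and 8 for WT white against red light, 2290 and 3 for phyB white light, and 4009 and 1 for phyB red light. They were 1796 and 0 for rbohD in white and in red light, 2225 and 0 for rbohF white light, 919 and 0 for rbohF red light, and 2726, 3410 and 3228 against 0 for untreated phyB, rbohD and rbohF against WT.

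WT white light replicate 1 listed 19316 genes from 7876961 reads. Lower depth was argued against, since its replicates thinned to the same number of reads listed at least 21087 genes in 20 draws. In this library 101 genes had exactly 1 read, against 741 to 827 in the thinned replicates, and 139 had 2 reads against 595 to 680. A candidate explanation is that few starting molecules were each copied several times, which would remove single reads in this way. No biological explanation was tested for a single library.

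The white light response of rbohF ran opposite to that of WT in 910 of 1277 shared genes. An exchange of the untreated and white light labels in rbohF was tested by correlating its response with the mean of phyB and rbohD. The correlation across genes was -0.046 as labelled, against 0.295 to 0.481 for WT, phyB and rbohD with the other genotypes. The exchange only reverses its sign, to 0.046, so this pair of values cannot decide between the arrangements. Summed over white and red light, the exchanged arrangement had the highest correlation of the 6 possible, at 0.154. The next had 0.140, with white light libraries used as untreated, red as white and untreated as red. Its white light correlation was higher, at 0.123, so the rank does not single out the first exchange. Neither the labelled nor the exchanged arrangement resembled the other genotypes, so an exchange and a different response cannot be told apart.

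Early stress genes were higher in untreated rbohD and rbohF than in untreated WT. If these plants were in a light-like state before treatment, their difference from WT should follow the light response of phyB, which shares no library with it. The Pearson correlation across genes was 0.202 for rbohD and 0.344 for rbohF. Of 316 genes that rose at least 2-fold in phyB under both lights, 182 were called higher and 31 lower in untreated rbohD, and 208 and 10 in untreated rbohF. In rbohF these values point to a light-like state, and so do the aligned scores of untreated plants. Over the white light gene set the score was -0.097 in rbohF, -0.23 in rbohD and -0.20 in WT. Over the red light gene set it was -0.0053, -0.0037 and -0.31. In rbohD the correlation, the phyB genes and the red light set thus go with a light-like state, while the white light set does not. These gene sets were chosen with the same libraries. Both untreated differences share the untreated WT libraries, and handling before harvest may give the same pattern as a genotype effect. For rbohF an exchange of the untreated and white light labels, left open above, would give it too.

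Different harvest times could also separate untreated plants. The mean log2 difference of 4 morning clock genes minus that of 4 evening genes was -0.48 for phyB, -1.15 for rbohD and -1.43 for rbohF. The fry test of this difference did not call phyB (adjusted p 0.163) and called rbohD (4.54e-14) and rbohF (1.62e-14). In phyB the morning mean was -0.082, and the evening mean of 0.40 rested on PRR5 (3.03), with GI at -1.46. The fry test of the phyB evening genes pointed down (adjusted p 0.00100), against the sign of that mean. LHY, CCA1, RVE1 and RVE8 were all lower in rbohD and rbohF, but the evening genes went both ways, GI being lower (-0.72 and -0.69) and PRR5 higher without being called. A shift of phase, a lower level of morning genes and a genotype effect cannot be told apart, because genotype and any difference in harvest time coincide.

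Some genes separated all 9 libraries of a genotype from the other 27, namely 32 for WT, 68 for phyB, 6 for rbohD and 34 for rbohF. Of 61 sets of 3 groups, the real one and 60 mixed across genotypes, 1 reached the real count for WT, phyB and rbohF, the highest mixed set giving 24. For rbohD 6 of 61 sets did, so chance is not excluded there. Linkage to the mutated gene was argued against as the main source, since 67 phyB genes and 33 rbohF genes lay outside the nearest 200 genes on either side, and 0 inside. AT3G01345 was chosen here after its values were seen. It was at 657 to 1432 in the 9 WT libraries and at 0 to 21.4 in all 27 mutant libraries. A difference between the WT and mutant seed stocks was not tested.

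The RBOHD and RBOHF transcripts were not lower in the libraries labelled with these genotypes, and RBOHF was higher in all 9 libraries labelled rbohF (181 to 350) than in the other 27 (89.0 to 169). Plants without either transcript under another label were argued against, since the lowest value in any library was 688 for RBOHD and 89.0 for RBOHF. A mutation that leaves the transcript in place or raises it, and a wrong genotype label for plants of that kind, stay open, as gene totals do not show a mutation.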
